# Adipocyte-Specific Inhibition of *Mir221/222* Ameliorates Diet-Induced Obesity Through Targeting *Ddit4*

**DOI:** 10.3389/fendo.2021.750261

**Published:** 2022-01-03

**Authors:** Satoshi Yamaguchi, Dongxiao Zhang, Akihiro Katayama, Naoko Kurooka, Ryosuke Sugawara, Haya Hamed Hassan Albuayjan, Atsuko Nakatsuka, Jun Eguchi, Jun Wada

**Keywords:** non-coding RNAs, microRNA, adipose tissues, Adipogenesis, mTORC1

## Abstract

MicroRNAs expressed in adipocytes are involved in transcriptional regulation of target mRNAs in obesity, but miRNAs critically involved in this process is not well characterized. Here, we identified upregulation of miR-221-3p and miR-222-3p in the white adipose tissues in C57BL/6 mice fed with high fat-high sucrose (HFHS) chow by RNA sequencing. *Mir221* and *Mir222* are paralogous genes and share the common seed sequence and *Mir221/222AdipoKO* mice fed with HFHS chow demonstrated resistance to the development of obesity compared with *Mir221/222^flox/y^*. *Ddit4* is a direct target of *Mir221* and *Mir222*, and the upregulation of *Ddit4* in *Mir221/222AdipoKO* was associated with the suppression of TSC2 (tuberous sclerosis complex 2)/mammalian target of rapamycin complex 1 (mTORC1)/S6K (ribosomal protein S6 kinase) pathway. The overexpression of miR-222-3p linked to enhanced adipogenesis, and it may be a potential candidate for miRNA-based therapy.

## Introduction

In obesity, the excess and ectopic accumulation of adipose tissue leads to the clusters of metabolic disorders such as low-grade inflammation, type 2 diabetes (T2D), dyslipidemia, hypertension, nonalcoholic fatty liver disorder (NAFLD), cardiovascular diseases (CVDs), chronic kidney disease (CKD) and cancer. As an endocrine organ, the adipose tissue communicates with other tissues by secreting peptide hormones, inflammatory cytokines, signaling lipids and miRNAs packed in exosomes (1). The alteration of expression profile of miRNA both in cytoplasm and extracellular vesicles leads to changes in the transcriptional and translational activities of the genes, which control inflammation, whole body insulin sensitivity, lipid metabolism, adipogenesis of white, beige, and brown adipose tissues (2). For instance, miR-34a secreted by mature adipocytes in exosomes were transported into macrophages, suppresses M2 polarization, and stimulates inflammatory responses by repressing Krüppel-like factor 4 (3). Lentivirus-mediated suppression of miR-34a increased the beige and brown fat formation in diet-induced obese mice by increasing fibroblast growth factor 21 and sirtuin 1 (4). The genetic ablation of miR-128-1 in mouse metabolic disease models resulted in increased energy expenditure, amelioration of diet-induced obesity and enhanced insulin sensitivity (5). In lipid metabolism, miR-425 overexpression in mice resulted in the promotion of diet-induced obesity and overexpression of miR-425 in 3T3-L1 cells accelerated adipogenesis and lipogenesis, while knock down of miR-425 remarkably enhanced lipolysis and lipid oxidation (6).

We also attempted to identify specific miRNAs critically involved in the process of obesity, we surveyed expression profile of miRNAs in liver, muscle, white adipose tissues (WATs), and sera of C57BL/6JJcl mice fed with standard (STD) and high fat-high sucrose (HFHS) chow by RNA sequencing (GSE61959) (7). miR-221-3p and miR-222-3p are highly up-regulated in epididymal adipose tissues in mice fed with high fat high sucrose (HFHS). miR-221 and miR-222 both locate in the close proximity on the X chromosome and share the identical seed sequence (8). In meta-analysis, circulating miR-221-3p was reduced in T2D, while miR-222-3p was elevated in obesity and T2D (9). Although miR-221-3p and miR-222-3p are differentially expressed in sera and adipose tissues, the functional *in vivo* experiments to elucidate the roles of *Mir221* and *Mir222* in obesity has not been reported. Here, we investigated the adipocyte specific *Mir221* and *Mir222* knockout (*Mir221/222AdipoKO*) mice fed with HFHS chow, and they were protected from the development of obesity by targeting DDIT4 (DNA damage inducible transcript 4)/TSC2 (tuberous sclerosis complex 2)/S6K (ribosomal protein S6 kinase) pathway.

## Materials And Methods

### Animal Models

We obtained Mir 221 KO cond (*Mir221* ^tm2^; EMMA ID, EM:05507) from EMMA (the European Mouse Mutant Archive) and Helmholz Zentrum München (Neuherberg, Germany). The targeting vector cassette composed of *Neo* flanked by FRT and distal loxP sites was inserted outside the genomic region encoding *Mir221* and *Mir222* precursors. *Neo* was removed by Flp in the conditional KO allele of Mir 221 KO cond. The conditional KO allele was confirmed by primer pair; 1544_29 (5’- GCT CTG TTT TCC TAA GTG ATG G-3’) and 1544_30 (5’-CTG ACA GGA AGT AAA TCA TCT TAG C-3’). The expected fragments were 265 bp in wild and 384 bp in conditional KO allele. We also used B6.FVB-Tg (Adipoq-cre)1Evdr/J to produce *Mir221/222AdipoKO* mice by crossing to Mir 221 KO cond. Adipoq-cre transgene was screened by primers, Forward (5'-AGC GAT GGA TTT CCG TCT CT-3') and Reverse (5'-CAC CAG CTT GCA TGA TCT CC-3'). The primers, oIMR7338 (5’-CTA GGC CAC AGA ATT GAA AGA TCT-3’) and oIMR7339 (5’-GTA GGT GGA AAT TCT AGC ATC ATC C-3’), were used for internal positive control. The expected sizes for transgene and internal positive control were 200 bp and 324 bp, respectively. By crossing male Tg (Adipoq-cre) and female *Mir221* ^tm2^ */y* C57BL/6JJcl mice, we generated male *Mir221/222* ^flox/y^ and male *Mir221/222AdipoKO* littermates.

Five-week-old mice were randomly assigned to standard diet (STD) group (MF, Oriental Yeast, Japan) or high fat high sucrose diet (HFHS) group (D12331, Research Diets, New Brunswick, NJ). The detailed formulation of STD (10) (https://www.oyc.co.jp/bio/LAD-equipment/LAD/ingredient.html and https://www.oyc.co.jp/bio/LAD-equipment/LAD/rodents.html) and HFHS (https://www.eptrading.co.jp/service/researchdiets/pdf/D12328-D12331.pdf) diets are shown in **Supplementary Table 1**. At 22 weeks of age, we obtained various organs and they were subjected to following experiments.

### 3T3-L1 Cell Cultures

3T3-L1 pre-adipocytes were cultured in Dulbecco’s modified eagle’s medium (DMEM, 2124951, Gibco). On day 0, the cells were treated with the differentiation media; DMEM supplemented with 10% FBS, 10 µg/ml insulin (I1882, Sigma), 1 µM DEX (D2915, Sigma) and 0.5 mM IBMX (I5879, Sigma). Then, the media were changed to DMEM supplemented with 10 µg/ml insulin and 10% FBS on day 2 and cultured for 10 or 20 days. Undifferentiated 3T3-L1 cells were subjected to Lentiviral miRNA expression, Lentiviral miRNA inhibition studies, and luciferase reporter assays.

### Human Serum Samples

Human serum samples were collected from 69 patients with type 2 diabetes in Okayama University Hospital and 45 subjects with normal fasting glucose (NGT).

### Insulin Tolerance Test and Glucose Tolerance Test (ITT and GTT)

The 13-week-old mice were fasted for 16 hours in GTT and for 3 hours in ITT. They were then intraperitoneally injected with glucose solution (1 mg/g body weight) and human insulin (1 unit/kg in HFHS groups and 0.75 unit/kg in STD groups) for GTT and ITT, respectively.

### Basal Metabolic Rate, Locomotor Activity, and Food Intake

At 18 weeks of age, O_2_/CO_2_ metabolism measuring system (MK-5000, Muromachi Kikai, Tokyo, Japan) were used to quantify oxygen consumption rate and carbon dioxide production for the estimation of V̇O2 and respiratory quotient (RQ). The locomotor activity was recorded for 24 hours by the frequency of interrupting an infrared sensor (ACTIMO-100, Shinfactory, Fukuoka, Japan). Daily food intake was measured and calculated; daily food intake [g/day/body weight (BW)] = [initial food weight (g) – leftover food weight (g)]/measurement period (days)/BW (g). The 6-10 mice in each experimental group were examined.

### Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

RNAs were extracted from frozen tissues and cultured 3T3-L1 cells with RNeasy Mini kit (74106, Qiagen). The QIAamp Circulating Nucleic Acid Kit (Qiagen) were used for the isolation of total RNAs from serum. For gene expression analyses, cDNAs were prepared with High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific). TaqMan gene expression primers, *Ddit4* (Mm00512504_g1), *Rplp0* (Mm00725448_s1), *Rn18s* (Mm03928990_g1), *Adipoq* (Mm00456425_m1), *Lep* (Mm00434759_m1), *Lpl* (Mm01345523_m1), *Srebf1* (Mm00550338_m1), *Cebpa* (Mm00514283_s1), *Fabp4* (Mm00445878_m1), *Pparg* (Mm01184322_m1), *Lipe* (Mm00495359_m1), *Pnpla2* (Mm00503040_m1), *Ucp1* (Mm01244861_m1), *Cox8b* (Mm00432648_m1), *Prdm16* (Mm00712556_m1), *Cidea* (Mm00432554_m1), *Ppargc1a* (Mm01208835_m1), *G6pc* (Mm00839363_m1), *Gck* (Mm00439129_m1), *Fasn* (Mm00662319_m1), *Ppara* (Mm00440939_m1), *Il6* (Mm00446190_m1), *Ifng* (Mm01168134_m1), *Tnf* (Mm00443258_m1), *Il1b* (Mm01336189_m1) were used (Thermo Fisher Scientific). For miRNA expression studies, cDNAs were prepared from total RNAs by TaqMan MicroRNA Reverse Transcription Kit (Life Technologies). MicroRNA primers, *mmu-miR-222-3p* (CTAAJ3), *hsa-miR-221-3p* (000524), *hsa-miR-222-3p* (002276), snoRNA202 (001232), snoRNA234 (001234), and cel-miR-39 (000200) were used (Thermo Fisher Scientific). Rplp0, Rn18s, snoRNA202, snoRNA234, and cel-miR-39 were served as the invariant controls. The RT-qPCR was performed using TaqMan Universal PCR Master mix II (no UNG) at a StepOne Plus Real-Time PCR system. The quantification was performed by the 2^−ΔΔCT^ analysis method.

### Cloning of Mir221 Host Gene (*Mir221hg*)

Long non-coding RNA, *Mir221hg*, was cloned using SMARTer RACE 5’/3’ Kit (634858, Clontech). 5’- and 3’-RACE-Ready cDNAs from epididymal adipose tissues poly A^+^ RNA were prepared by SMARTScribe Reverse Transcriptase. 5’- and 3’-RACE-Ready cDNAs were amplified by PCR using 5’ GSP (5’-GAT TAC GCC AAG CTT CCA GCA GAC AAT GTA GC TGT TGC-3’) and 3’ GSP (5’-GAT TAC GCC AAG CTT TCC AGG TCT GGG GCA TGA ACC TG-3’), respectively. Furthermore, nested PCR was performed using 5’ NGSP (5’-GAT TAC GCC AAG CTT GTA TGC CAG GTT CAT GCC CCA GAC-3’) and 3’ NGSP (5’-GAT TAC GCC AAG CTT GCA ACA GCT ACA TTG TCT GCT GG-3’). PCR products were analyzed by agarose/EtBr gel and purified by NucleoSpin Gel and PCR Clean-Up Kit. The purified RACE products were subcloned into pRACE vector by In-Fusion Cloning (Clontech). Independent 4 clones of both 5’- and 3’-RACE were sequenced.

### Western Blot Analysis

The epididymal fat tissues from 22-week-old mice and cultured 3T3-L1 cells were homogenized in RIPA lysis buffer (radioimmunoprecipitation buffer) plus protease inhibitors. The samples were boiled in SDS-PAGE loading buffer, separated on 12% Mini-PROTEAN TGX Precast Protein Gels (Bio-Rad), and transferred to a PVDF Blotting Membrane (cytiva). After blocking with 5% nonfat milk for 1 hour at room temperature (RT), the blots were incubated with REDD-1/DDIT4 Antibody, rabbit polyclonal (ab106356, RRID: AB_10864294), C/EBPα Antibody, rabbit polyclonal (2295, RRID: AB_10692506), PPARγ (D69) Antibody, rabbit polyclonal (2430, RRID: AB_823599), mTOR (7C10) Rabbit mAb (2983, RRID: AB_2105622), Phospho-mTOR (Ser2448) (D9C2) XP Rabbit mAb (5536, RRID: AB_10691552), Akt Antibody, rabbit polyclonal (9272, RRID: AB_329827), Phospho-Akt (Thr308) Antibody, rabbit polyclonal (9275, RRID: AB_329828), p70 S6 Kinase (49D7) Rabbit mAb (2708, RRID: AB_390722), Phospho-p70 S6 Kinase (Thr389) Antibody, rabbit polyclonal (9205, RRID: AB_330944), Tuberin/TSC2 Antibody, rabbit polyclonal (3612, RRID: AB_2207804), Phospho-Tuberin/TSC2 (Thr1462) Antibody, rabbit polyclonal (3611, RRID: AB_329855, Cell Signaling Technology) overnight at 4°C. GAPDH (D16H11) XP Rabbit mAb (HRP Conjugate) (8884, RRID: AB_11129865) was used as a loading control (Cell Signaling Technology). After washing three times with Tris-buffered saline (TBS), the blots were incubated with ECL Donkey Anti-Rabbit IgG, HRP-Conjugated Antibodies (NA934V, GE healthcare Life science, 1:10000) at RT for 1 hour. The blots were developed with Pierce ECL Western Blotting Substrate (TE261327, Thermo Fisher Scientific). The chemiluminescence was analyzed using ImageQuant LAS-4000 mini (FUJIFILM).

### Morphometric Analysis for Adipocyte Size

Epidydimal adipose tissues were fixed by 10% formalin, embedded with paraffin. The 5-μm paraffin sections were prepared and stained with PAS. The images were captured using an Olympus BX51 microscope. The size of the adipocytes was analyzed by Keyence Hybrid cell count software. Epidydimal adipose tissues were taken from 3-5 individual animals from each experimental group.

### Isolation of Stromal Vascular Fraction (SVF) From White Adipose Tissues

SVF was isolated from epididymal adipose tissue of 24-week-old mice. Briefly, fresh mouse epididymal fat pads were minced and digested with collagenase type 1 (CLSS1, Worthington) in HBSS containing 10% FBS for 45 minutes at 37°C. The mixture was filtered through a nylon mesh (100 μm), then centrifuged at 400 g for 1 minute. The adipocyte fraction was obtained from the supernatant, they were again centrifuged at 800 g for 10 minutes, and the SVF was obtained from the pellet.

### Identification of *Mir221/222* Target mRNAs

The mRNA microarray was performed by GeneChip Mouse Gene 2.0 array using total RNA of epidydimal fat obtained from 16-week-old mice (1 animal from each group) and analyzed by Filgen (Nagoya, Japan). The raw data are available in Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) (GSE163921). TargetScan (http://www.targetscan.org/vert_72/), miRDB (http://www.mirdb.org/), and DIANA-microT v5.0 (https://bio.tools/DIANA-microT) and were used to identify potential target genes for *Mir221/222*.

### Lentiviral miRNA Expression and Lentiviral miRNA Inhibitor

Lentiviral transduction using pLV-miRNA and pLV-miR-Locker system to 3T3-L1 cells were performed according to the manufacturer’s manual (Biosettia). After transformation to *E. coli* JM109 cells, pLV-[mmu-mir-221] plasmid (mir-p177m, Biosettia), pLV-[mmu-mir-222] plasmid (mir-p178m, Biosettia), pLV-[mmu-mir-221-3p] locker plasmid (mir-mp0337, Biosettia), pLV-[mmu-mir-222-3p] locker plasmid (mir-mp0339, Biosettia), pLV-[mir-control] plasmid (mir-p000, Biosettia), pLV-miR-locker control plasmid (mir-locker-ctrl, Biosettia), pMDLg/pRRE (12251, Addgene), pRSV/Rev (12253, Addgene), and pMD2.G (12259, Addgene) were isolated with EndoFree Plasmid Maxi Kit (12362, Qiagen). 293T cells (10 × 10^7^/5 mL) were transfected with each pLV plasmid, pMDLg/pRRE, pRSV/Rev, pMD2.G, Lipofectamine LTX, and 1.5 mL Opti-MEM. The supernatants were collected after 48 hours after transfection. 3T3-L1 cells were transduced with lentivirus stock in complete media containing 10 μg/mL polybrene for 12 hours, replaced with fresh complete medium

### Luciferase Reporter Assay

To quantitatively evaluate miRNA activity on cloned miRNA target sequence from 3’-untranslated region (3’-UTR) of *Ddit4*, pmirGLO dual luciferase miRNA Target expression vector (E1330, Promega) was used. Firstly, the pmirGLO plasmid was linearized by double digestion with *Xho*I and *Sal*I. The cDNA of *Ddit4* wild type (WT) 3′-UTR was amplified by PCR and ligated with CIP treated pmirGLO Vector. The primers are Forward-*Xho*I-3’UTR-*Ddit4*: 5’-GGG GGG CTC GAG CAG CTG CTC ATT GAA GAG TG-3′, and Reverse-*Sal*I-3’UTR-*Ddit4*: 5’-GGG GGG GTCGAC CAA ACC AAC AGA GGA GAC AG-3′. pmirGLO*-Ddit4* MT 3’-UTR was prepared by site directed mutagenesis by PCR using primers; Forward-MT-Seed-*Ddit4*: 5’-CTG GAT GTG TAT CTG CAT GTA C-3’ and Reverse-MT-Seed-*Ddit4*: 5’-GTA CAT GCA GAT ACA CAT CCA G-3’. The seed sequence “CGATGTA” was mutated to “CGTCTA”. After transformation to *E. coli* JM109 cells, pmirGLO*-Ddit4* WT 3’-UTR, pmirGLO*-Ddit4* MT 3’-UTR, and pmirGLO no-insert control plasmids were isolated with EndoFree Plasmid Maxi Kit (12362, Qiagen). 3T3-L1 cells were seeded at a density of 120,000 cells/mL, then co-transfected with Syn-mmu-miR-221-3p (MIMAT0000669, Qiagen), Syn-mmu-miR-222-3p (MIMAT0000670, Qiagen), negative control siRNA (1027280, Qiagen), inhibitor negative control (1027271, Qiagen), pmirGLO*-Ddit4* WT 3’-UTR, pmirGLO*-Ddit4* MT 3’-UTR, and pmirGLO no-insert control plasmids. Twenty-four hours after transfection, the cells were analyzed to measure luciferase activities using the Dual-Glo Luciferase Assay System and a GloMax 20/20 luminometer (Promega).

### Statistical Analysis

All values were represented as the mean ± standard deviation (SD). Statistical analyses were conducted using IBM SPSS Statistics 23 and GraphPad Prism (version 8.0). Independent *t*-test, Mann-Whitney’s U test, and one-way ANOVA with Tukey test was used to determine the differences. For correlation, non-parametric Spearman r coefficient was used. p<0.05 was considered statistically significant.

## Results

### *Mir221/222AdipoKO* Mice Are Resistant to Diet-Induced Obesity

To identify miRNAs critically involved in the disease process of obesity and type 2 diabetes (T2D), we performed miRNA profiling of serum, liver and epididymal fat tissues in C57BL/6JJcl mice fed with standard (STD) and high fat-high sucrose (HFHS) chow. The Illumina RNA sequencing data (Gene Expression Omnibus number GSE61959) demonstrated that the read numbers of *Mir221* and *Mir222* were 5.7 and 8.2-fold up-regulated in epididymal adipose tissues in HFHS group compared with STD group (**Supplementary Table 2**). *Mir221* and *Mir222* are paralog genes located in proximity on X chromosome and they share identical seed sequence. To further investigate the role of *Mir221/222* in obesity and diabetes, we crossed male Tg (Adipoq-cre) mice and female *Mir221^tm2/y^* C57BL/6JJcl mice and generated male *Mir221/222^flox/y^* and male *Mir221/222AdipoKO* littermates.

Body weight of *Mir221/222AdipoKO* mice fed with HFHS chow was significantly reduced compared with *Mir221/222^flox/y^* mice (**Figure 1A**). The weight of epididymal, mesenteric, subdermal, and brown fat was also reduced in *Mir221/222AdipoKO* mice (**Figure 1B**). The *Mir221/222^flox/y^* and *Mir221/222AdipoKO* mice fed with STD chow demonstrated no significant differences in their body and tissue weight (**Figures 1A** **, B**). The average size of adipocytes in epididymal adipose tissues derived from *Mir221/222AdipoKO* mice fed with HFHS chow was smaller compared with *Mir221/222^flox/y^* mice (**Figure 1C**). To investigate glucose homeostasis, we performed insulin tolerance test (ITT) and glucose tolerance test (GTT). The blood glucose levels of *Mir221/222AdipoKO* mice fed with HFHS chow were reduced in GTT and ITT compared with *Mir221/222^flox/y^*, but they did not reach significant differences (**Figure 1D**). The serum insulin concentrations of *Mir221/222AdipoKO* mice were significantly lower than *Mir221/222^flox/y^*, suggesting the improvement of insulin sensitivity in *Mir221/222AdipoKO* mice (**Figure 1D**). To investigate whether reduced adiposity in *Mir221/222AdipoKO* mice was due to changes in energy expenditure or energy intake, we measured basal metabolic rates, locomotor activity and food intake. Basal metabolic rate such as respiratory quotient and oxygen consumption were not altered between *Mir221/222^flox/y^* and *Mir221/222AdipoKO* mice fed with HFHS chow (**Supplementary Figures 1A, B**). The locomotor activity was recorded for 24 hours, most of the activities were observed during the dark phase. Increased activity was observed in *Mir221/222AdipoKO* mice under HFHS chow compared with *Mir221/222^flox/y^* during light (0.944 ± 0.309 *vs* 1.60 ± 0.764 counts/min, p=0.036) and dark (6.67 ± 4.38 *vs* 7.94 ± 4.38 counts/min, p=0.497) periods (**Supplementary Figure 1C**). Food consumptions were not altered in *Mir221/222AdipoKO* and *Mir221/222^flox/y^* fed with HFHS (**Supplementary Figure 1D**). Under HFHS chow, serum leptin concentrations were significantly reduced in *Mir221/222AdipoKO* compared with *Mir221/222^flox/y^* (24.5 ± 2.35 *vs* 21.5 ± 1.85 ng/ml, p=0.043), while serum adiponectin concentrations were not altered (**Supplementary Figures 1E, F**). In quantitative RT-PCR in epididymal adipose tissues, mRNA expression of *Lep* was significantly reduced in *Mir221/222AdipoKO*. The genes related to adipogenesis, such as *Pparg*, *Cebpa*, *Ppargc1* and *Prdm16*, were not altered in *Mir221/222AdipoKO* (**Supplementary Figure 2**).

**Figure 1:**
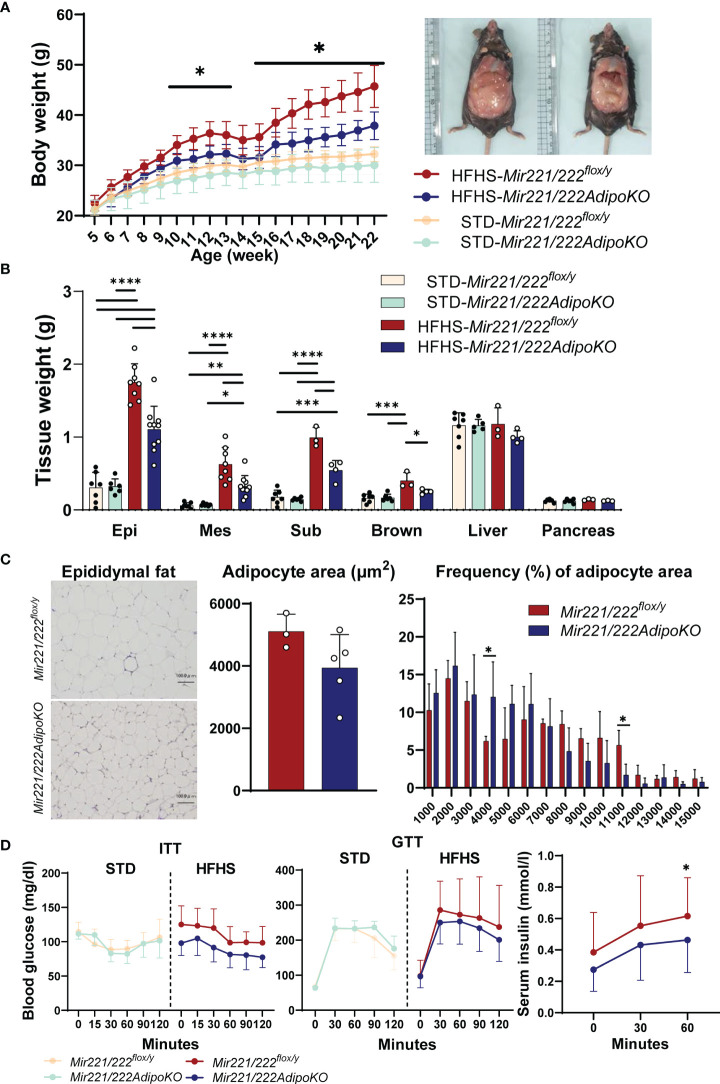
The metabolic phenotypes of *Mir221/222^flox/y^* and *Mir221/222AdipoKO* male mice fed with high fat high sucrose (HFHS) or standard (STD) chow. **(A)** Body weight of *Mir221/222^flox/y^* and *Mir221/222AdipoKO* mice fed with HFHS (n=7) or STD chow (n=6), respectively. **(B)** Tissue weight of *Mir221/222^flox/y^* and *Mir221/222AdipoKO* mice fed with HFHS or STD chow at 24 weeks of age. (Epi, epididymal; Mes, mesenteric; Sub, inguinal; Brown, Brown adipose tissues) **(C)** Adipocyte area in epididymal adipose tissues of *Mir221/222^flox/y^* (n=3) and *Mir221/222AdipoKO* (n=5) mice fed with HFHS or STD. Quantitative analyses were carried out on PAS-stained paraffin sections. **(D)** Insulin tolerance test (ITT) in Mir221/222flox/y (n=7) and Mir221/222AdipoKO (n=6). Glucose tolerance test (GTT) in Mir221/222flox/y fed with HFHS (n=13) or STD chow (n=7) and Mir221/222AdipoKO fed with HFHS (n=16) or STD chow (n=6). Data shown as mean ± SD and analyzed by one-way ANOVA with Tukey test in **(A, B)**, and Mann-Whitney’s U test in **(C, D)** (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001).

### Expression *Mir221* and *Mir222* Are Highly Induced by HFHS Chow Feeding in Mature Adipocytes From Epidydimal Adipose Tissue

We investigated the expression of *Mir221* and *Mir222* in various organs. Both miR-221-3p and miR-222-3p were abundantly expressed in brain, kidney, and lung in *Mir221/222^flox/y^* and they were down-regulated or not altered by the HFHS feeding compared with STD chow. In contrast, both miR-221-3p and miR-222-3p were significantly upregulated in the epidydimal fat tissues, and such upregulation was canceled in the epidydimal fat tissues of *Mir221/222AdipoKO* fed with HFHS chow (**Figures 2A** **, B**). Next, we investigated the localization of *Mir221* and *Mir222* in the cell fractions of epididymal adipose tissues. Both miR-221-3p and miR-222-3p were significantly induced by HFHS chow in mature adipocytes of *Mir221/222^flox/y^*, while the upregulation was significantly reversed in the mature adipocyte of *Mir221/222AdipoKO* fed with HFHS chow. In contrast, miR-221-3p and miR-222-3p were not significantly upregulated in the stromal vascular fraction (SVF) from *Mir221/222^flox/y^* fed with HFHS chow (**Figure 2C**). We also assessed the expression of miR-221-3p and miR-222-3p during 3T3-L1 adipocyte differentiation. Both miR-221-3p and miR-222-3p continuously down-regulated after the induction of adipocyte differentiation (**Supplementary Figure 3A**). Finally, we assessed the serum concentrations of mmu-miR-221-3p and mmu-miR-222-3p by quantitative PCR and they were not altered in *Mir221/222^flox/y^* and *Mir221/222AdipoKO* fed with STD and HFHS chow, suggesting serum mature forms of *Mir221* and *Mir222* were derived from various organs but not exclusively from adipose tissues (**Supplementary Figure 4A**). In human samples from the subjects with normal glucose tolerance (NGT, n=45) and impaired glucose tolerance (IGT, n=69), hsa-miR-221-3p and hsa-miR-222-3p demonstrated negative (R^2^ = 0.1311, p<0.0001) and positive correlations (R2 = 0.03841, p=0.0441) with HbA1c levels, respectively (**Supplementary Figures 4B, C**).

**Figure 2:**
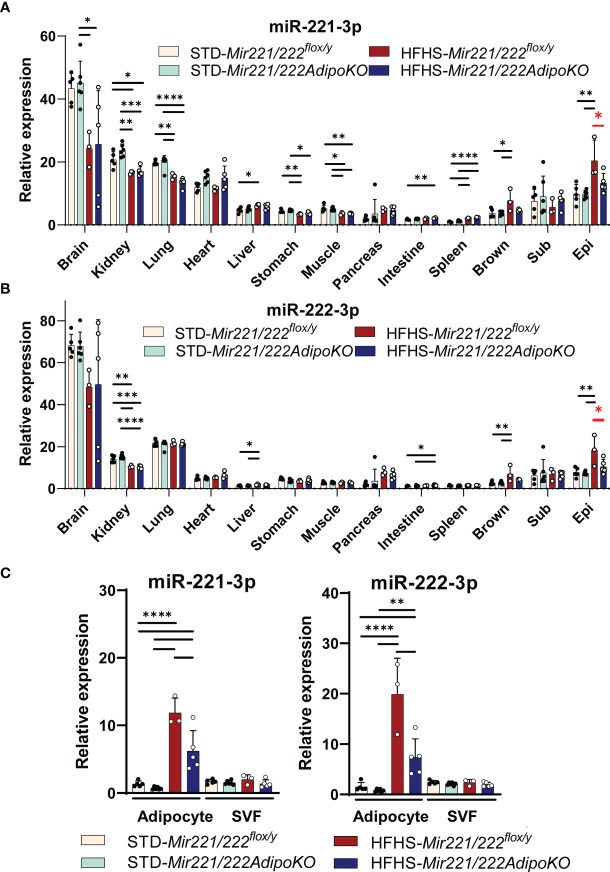
Expression of Mir221 and Mir222 in *Mir221/222^flox/y^* and *Mir221/222AdipoKO* male mice fed with high fat high sucrose (HFHS) or standard (STD) chow. **(A, B)** In various tissues, the expression of miR-221-3p and miR-222-3p is normalized by snoRNA202 and snoRNA234. The HFHS-induced up-regulation of miR-221-3p and miR-222-3p in epididymal adipose tissues was reversed in *Mir221/222AdipoKO* (red asterisks). (Epi, epididymal; Mes, mesenteric; Sub, inguinal; Brown, Brown adipose tissues) **(C)** Serum concentration of miR-221-3p and miR-222-3p. HFHS *Mir221/222^flox/y^* (n=3), HFHS *Mir221/222AdipoKO* (n=5), STD *Mir221/222^flox/y^* (n=5) and STD *Mir221/222AdipoKO* mice (n=6). Data shown as mean ± SD and analyzed by one-way ANOVA with Tukey test (*p<0.05; **p<0.01; ***p<0.001; ****p<0.0001).

### Identification of *Mir221hg* and Its Expression

The miRNA genes are classified as intergenic and intragenic miRNAs, and the intragenic miRNAs and related host genes share the common transcriptional regulation. The long non-coding RNA (lncRNA), namely mir-221 host gene (MIR221HG), has been reported in bovine, which inhibits the adipocyte differentiation in cultured cells (11). Thus, we performed 5’ and 3’ rapid amplification of cDNA ends (5’/3’RACE) using poly A^+^ RNA purified from epidydimal fat tissues of C57BL/6JJcl mice and cloned 1537 bp single exon lncRNA (*Mir221hg*, MW581002) which overlap *Mir221* (**Supplementary Figure 5A**). Next, we designed primers for quantitative PCR of *Mir221hg* and evaluated gene expression in various tissue. *Mir221hg* was abundantly expressed in brain in *Mir221/222^flox/y^* and they were upregulated in brain, heart, liver, intestine, spleen by the HFHS feeding compared with STD chow. The expression of *Mir221hg* was rather low in various adipose tissues and its lncRNA expression was not changed in *Mir221/222AdipoKO* fed with STD and HFHS chow (**Supplementary Figures 5B, C**). Although *Mir221hg* lncRNA may be functional as a reservoir for miR-221-3p, the role of *Mir221hg* lncRNA in adipose tissues was limited in our experiments.

### miR-221-3p and miR-222-3p Target *Ddit4*

To investigate the mechanism for the resistance to diet-induced obesity in *Mir221/222AdipoKO*, we attempted to identify the potential target genes for miR-221-3p and miR-222-3p. 

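Total RNA from epididymal white fat of 16-week-old male mice (strain C57BL/6J in the deposited labels, C57BL/6JJcl in the paper) was hybridised to GeneChip Mouse Gene 2.0 ST arrays, on which each transcript is read by a set of short probes (a probe set). There were 4 arrays with 1 mouse each. They were a flox/y mouse on STD chow (mouse 378), a flox/y mouse on HFHS chow (mouse 388), an AdipoKO mouse on STD chow (mouse 387) and an AdipoKO mouse on HFHS chow (mouse 384). Flox/y mice carry the floxed Mir221/222 alleles without Cre, and AdipoKO mice lack Mir221/222 in adipocytes through Adipoq-Cre. The deposited sample titles, descriptions and genotypes and Supplementary Tables 3-5 give the same 4 groups, while the source field of the deposited labels names another microRNA gene and, for some samples, another chow. Arrays were analysed for the authors by Filgen, and the deposited values are normalized log2 values of 41345 probe sets. The normalization method is not given in the sources used here. Supplementary Tables 3-5, of which only the leading part of each was used here, hold the same values on a linear scale and give the average of the negative controls of each array, which was 60.07 for STD flox/y, 55.43 for STD AdipoKO, 50.46 for HFHS flox/y and 52.80 for HFHS AdipoKO. A probe set under this average was taken as not above background. At or above it were 39.6% of the probe sets for STD flox/y, 42.3% for STD AdipoKO, 44.9% for HFHS flox/y and 43.6% for HFHS AdipoKO. The annotation used here gave exactly 1 gene symbol to 23521 probe sets, several to 1814 and none to 16010. The probe set with the highest mean was kept for each of 22180 genes, and 11148 genes with a mean over the 4 arrays at or above the mean of the negative control averages were called measured. Where the dimmer of 2 arrays was below background, a fold was given as a lower bound against that array's negative control average. Counts of genes and list members past a ratio used the deposited values, also where 1 of the arrays was below background. The probe sets of Mir221 and Mir222 were below background on all 4 arrays. The expression value of Mir221 was 34.1 for STD flox/y, 12.5 for STD AdipoKO, 13.3 for HFHS flox/y and 16.4 for HFHS AdipoKO, so the arrays do not check the genotypes. With 1 mouse per group there is no replicate error, and each difference below is between 2 mice. The number of mice limits the precision of every value.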

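On HFHS chow the flox/y mouse had higher transcripts of lipid synthesis, extracellular matrix and adipose expansion than the flox/y mouse on STD chow. Of 21 measured genes of fatty acid and triglyceride synthesis, 9 were at least 1.5-fold higher and 2 at least 1.5-fold lower, with a median log2 ratio of 0.47. Fasn, the fatty acid synthase, was 4.12-fold higher, Acss2, which makes acetyl-CoA from acetate, 5.71-fold and the fatty acid elongase Elovl6 3.59-fold. Lep, which encodes leptin, was 3.56-fold higher on HFHS in flox/y and 5.63-fold higher in AdipoKO. Of 25 genes of extracellular matrix and fibrosis, 13 were at least 1.5-fold higher on HFHS in flox/y and none at least 1.5-fold lower (median 0.69), with Col15a1 2.76-fold and Col3a1 2.67-fold higher. Of 18 markers of diet-induced obesity in white fat, 12 were at least 1.5-fold higher and 2 at least 1.5-fold lower (median 0.90), among them Sfrp5 (at least 9.41-fold) and Mest (3.98-fold). Macrophage markers had a median of 0.38, with 19 of 20 above 0. Each of these 4 medians stood at percentile 100 of 10000 random lists of the same size matched on mean expression. The obesity list shares genes with the macrophage and matrix lists, so these medians are not separate results. In AdipoKO the medians of HFHS over STD were 0.24 for fatty acid and triglyceride synthesis, 0.35 for extracellular matrix, 0.21 for obesity markers and 0.089 for macrophages, and the last 2 were 0.36 and 0.014 with a filter at 2 times the negative control average. On the HFHS flox/y array hepatocyte transcripts were high as well. The expression value of Alb, which encodes albumin, was 4739 there, against 414 for STD flox/y, 913 for STD AdipoKO and 288 for HFHS AdipoKO, and of 25 measured hepatocyte genes, listed after the largest changes had been seen, 20 were at least 2-fold higher on HFHS than on STD in flox/y and none was at least 2-fold lower. Of the 8 whose values had not been seen when the list was written, 3 were at least 2-fold higher (median 0.59).
In flox/y, 247 genes were at least 2-fold higher and 173 lower on HFHS than on STD, and in AdipoKO 103 were higher and 83 lower (55 lower with the test array above 2 times its negative control average). Over both genotypes, limma with genotype as a covariate (2 HFHS against 2 STD mice) called no gene at an adjusted p under 0.05, with 646 genes higher and 798 lower on HFHS at an unadjusted p under 0.05. For fatty acid and triglyceride synthesis 11 genes were higher and 4 lower when adjusted over the list alone, and limma's camera with a preset correlation gave an adjusted p of 9.0e-09 for higher extracellular matrix genes. With an estimated correlation no list passed for the diet, extracellular matrix included (adjusted p = 0.98). That setting rests on 1 residual degree of freedom, under which a list could hardly pass, so neither setting decides whether a list moved.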

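Between genotypes on HFHS chow, the AdipoKO mouse had lower macrophage, matrix and obesity transcripts than the flox/y mouse. Of 20 macrophage markers, 8 were at least 1.5-fold lower and 1 at least 1.5-fold higher (median -0.40, percentile 0). The F4/80 gene Adgre1 was 1.93-fold lower and the lysosomal glycoprotein gene Gpnmb 4.41-fold lower. The macrophage elastase Mmp12 was 4.81-fold lower and Atp6v0d2, a subunit of the lysosomal proton pump, at least 4.66-fold lower, and the median over the obesity markers was -0.47 (percentile 0). The obesity median was -0.30 without a filter on low values and -0.11 with a filter at 2 times the negative control average. Extracellular matrix genes had a median of -0.37 and markers of adipose progenitors and fibroblasts one of -0.35 (both percentile 0), with Col1a1 1.75-fold and Dpp4 1.79-fold lower. Endothelial markers had a median of 0.22 (percentile 99.9), with 13 of 15 above 0. The platelet and endothelial gene Mmrn1 was 4.62-fold higher in AdipoKO and the smooth muscle gene Cnn1 4.49-fold higher. Adipocyte identity genes had a median of 0.080, and Adipoq was 1.02-fold higher. The same HFHS flox/y array enters HFHS over STD in flox/y. The 25 hepatocyte genes had a median of -2.63 in AdipoKO over flox/y on HFHS, with 21 of them at least 2-fold lower, and the 8 not seen beforehand had a median of -0.98, with 4 at least 2-fold lower.
On STD chow, genes of fatty acid and triglyceride synthesis had a median of 0.13 in AdipoKO over flox/y (percentile 99.9, and 0.20 with quantile normalization) and those of cholesterol synthesis one of 0.16 (percentile 99.3), and Fasn was 2.39-fold higher. In the same comparison the 25 hepatocyte genes had a median of 0.35 (percentile 100, with 20 of 25 above 0), and the 8 not seen beforehand had a median of 0.090 (percentile 82.2). Mid1, a microtubule-associated ubiquitin ligase, was at least 8.95-fold higher (log2 1.52 with the mean of all its probe sets) and the imprinted gene Mest 3.23-fold higher. The obesity markers, of which Mest is one, had a median of -0.16 on STD (percentile 0.51). Mesothelial markers had a median of -0.29 (percentile 0.01) and inflammatory cytokines and chemokines one of -0.26 (percentile 0.07, and -0.16 without a filter), with Ccl2, a monocyte chemoattractant, 3.26-fold lower. The STD flox/y array stood apart in immediate early genes, which are transcribed within minutes of a stimulus. Of 22 such genes, 14 were at least 2-fold lower in AdipoKO on STD and none was higher (median -1.37, percentile 0), with Egr1 11.4-fold and Egr2 8.41-fold lower. On HFHS the same list had a median of 0.40, and Egr1 was 2.67-fold and Ccl2 2.21-fold higher in AdipoKO.
By the ratio rule stated in Supplementary Tables 3-5, 26 genes were at least 2-fold higher and 67 lower in AdipoKO than in flox/y on STD, and 44 were higher and 51 lower on HFHS. The counts of lower genes were 81 on STD and 141 on HFHS when either array, not the test array, had to be above background, and 42 and 20 when the test array had to be above 2 times it. Over both diets, limma with chow as a covariate (2 AdipoKO against 2 flox/y mice) called no gene at an adjusted p under 0.05. At an unadjusted p under 0.05, 76 genes were higher and 101 lower in AdipoKO. Together these are a smaller share of the 11148 measured genes than the 0.05 expected with no effect. The fit takes the genotype by diet interaction as its error, on 1 residual degree of freedom. A low share therefore does not show that the genotype had no effect. Among the lists fixed before the data were examined, camera with the preset correlation gave its lowest adjusted p values for lower macrophage markers (7.3e-05) and lower mesothelial markers (1.1e-05). With an estimated correlation camera gave an adjusted p of 0.92 for each, and no list passed. With 1 residual degree of freedom a list could hardly pass that setting, so neither setting decides whether these lists moved. Both group medians stood apart on 1 chow only, as macrophage markers had a median of -0.044 on STD (percentile 25.1) and mesothelial markers one of -0.066 on HFHS (percentile 13.5). Of the genes named above, Gpnmb was 1.77-fold, Mmp12 2.09-fold and Atp6v0d2 at least 2.11-fold lower on STD too, while Adgre1 was 1.12-fold higher. No gene of either list passed when adjusted over the list alone.

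**Figure D1:**
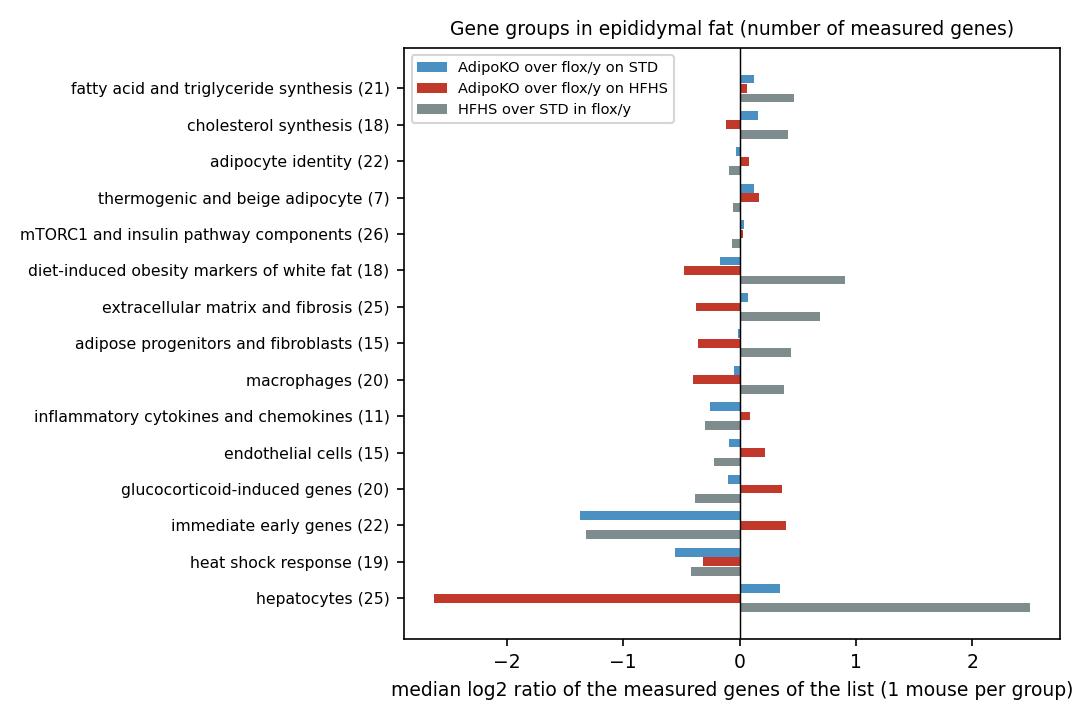
Median log2 ratio (horizontal axis) of the measured genes of 15 gene groups (vertical axis, number of measured genes in brackets) in epididymal fat, 1 mouse per group. Bars show AdipoKO over flox/y on STD, AdipoKO over flox/y on HFHS and HFHS over STD in flox/y. Macrophage and matrix groups lie below 0 for AdipoKO over flox/y on HFHS (medians -0.40 and -0.37), as do obesity markers (-0.47, and -0.11 with the stricter filter), and hepatocyte genes lie at -2.63 in the same comparison (-0.98 over the 8 not seen beforehand). The obesity group shares genes with the macrophage and matrix groups.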

We performed mRNA profiling by GeneChip Mouse Gene 2.0 array using total RNA purified from epidydimal fat tissues of *Mir221/222^flox/y^* fed with STD or HFHS, *Mir221/222AdipoKO* fed with STD or HFHS chow (**Supplementary Tables 3**–**5**). 

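Supplementary Table 6, as read here, held 356 distinct gene symbols. Of these, 302 mouse genes were matched by symbol to a probe set with 1 gene symbol, and 229 of them were measured on the arrays. On STD chow the measured targets had a median log2 ratio of -0.095 in AdipoKO over flox/y, with 73 of 229 above 0, and on HFHS chow one of 0.020, with 120 of 229 above 0. These medians stood at percentile 0 and at percentile 84.3 of 10000 random lists matched on mean expression. The STD median was -0.039 with quantile normalization, -0.061 with each array centred and -0.059 without a filter on low values, at percentile 0 in each. On STD, 4 targets were at least 1.5-fold higher and 12 at least 1.5-fold lower in AdipoKO, and on HFHS 6 were higher and 5 lower by as much. The 4 on STD were Acvr2b, Cxcl12, Ddit4 and Fam214a, named after their values had been seen. The largest decreases were those of Fos, an immediate early transcription factor, which was 2.58-fold lower on STD, and of Nova1, a neuronal splicing factor, which was 1.99-fold lower on HFHS. Immediate early genes as a group were lower in AdipoKO on STD. In camera over both diets the targets were lower in AdipoKO with the preset correlation (adjusted p = 0.047), and not with an estimated correlation (adjusted p = 0.92). With 1 residual degree of freedom a list could hardly pass with an estimated correlation, so neither setting decides whether the targets moved.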

Then, we made the list of 355 target genes commonly predicted by TargetScan, miRDB, and DIANA-microT, and their seed sequences were conserved in both human and mouse genome (**Supplementary Table 6**). 

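Ddit4 was higher in AdipoKO than in flox/y on both chows. It encodes an inhibitor of mTORC1 signalling and lies on chromosome 10 of GRCm38 from 59949675 to 59951770. Its expression value was 187 in flox/y and 483 in AdipoKO on STD, and 202 in flox/y and 384 in AdipoKO on HFHS, all above the negative control averages. The ratio of AdipoKO over flox/y was 2.58 on STD (log2 1.37) and 1.90 on HFHS (log2 0.93), while HFHS over STD was 1.08 in flox/y and the HFHS value was 1.26-fold lower in AdipoKO. Ranked by the ratio, Ddit4 was number 5 of 11148 measured genes on STD and number 54 on HFHS, and by the smaller of its 2 ratios it was number 2, after Mid1. Among the 229 measured predicted targets it ranked number 1 on each chow and was the only one at least 1.5-fold higher on both. Foxp2, a candidate of Supplementary Table 7 with a mean too low to be called measured, had a larger ratio on HFHS, 2.17. Its flox/y value was below background there, so its fold is a lower bound of at least 1.12. By the smaller of the 2 ratios the next measured target was Casz1, a zinc finger transcription factor, 1.24-fold higher on STD and 1.38-fold higher on HFHS. Of the 229, 35 were higher in AdipoKO on both chows, 71 lower on both, 38 higher on STD alone and 85 higher on HFHS alone.
Of the 23 candidates of Supplementary Table 7, 21 could be named here and 19 of them were above background on at least 1 array. All 19 were higher in AdipoKO on HFHS, and 14 of them had a lower value on STD, where 2 of them, Foxp2 and Itgb8, were below background in both mice. The table was chosen on these samples and is not independent evidence of a direction. Tiparp, a mono-ADP-ribosyltransferase, was 1.70-fold higher on HFHS and 1.52-fold lower on STD (log2 0.44 and -0.35 with the mean of all its probe sets), and the cyclin-dependent kinase inhibitor Cdkn1c was 1.55-fold higher on HFHS and 1.62-fold lower on STD. Across the 10759 genes above background in both AdipoKO mice, 7 had a ratio of at least 1.5 in AdipoKO over flox/y on both chows, where independent lists would share 2.73. Besides Ddit4 and Mid1 these were Ucp3, a mitochondrial carrier, Gadd45g, a stress-induced growth arrest gene, the clock repressor Nr1d1, Zfp949 and Nt5e. Nt5e was below background in both flox/y mice, so its fold is a lower bound of at least 1.38 on STD and at least 1.61 on HFHS. The number lower by as much on both chows was 9, against 5.27 for independent lists. It was 14 against 6.70 with either array of each pair above background, and 17 against 7.74 without a filter. Without the hepatocyte, heat shock and immediate early genes, a choice made after seeing the data, it was 6 against 4.43. Lower on STD and higher on HFHS were 73 genes, against 5.86. With all probe sets counted these were 114 probe sets, against 17.5.
In limma over both diets, Ddit4 had a log2 difference of 1.15 (standard error 0.17, higher in 2 of 2 pairs, unadjusted p = 0.0030), with an adjusted p of 1 over all measured genes. The paper identified Ddit4 in these same arrays, by a search for genes higher in AdipoKO on both chows. Its direction and unadjusted p here are therefore not independent evidence.

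**Figure D2:**
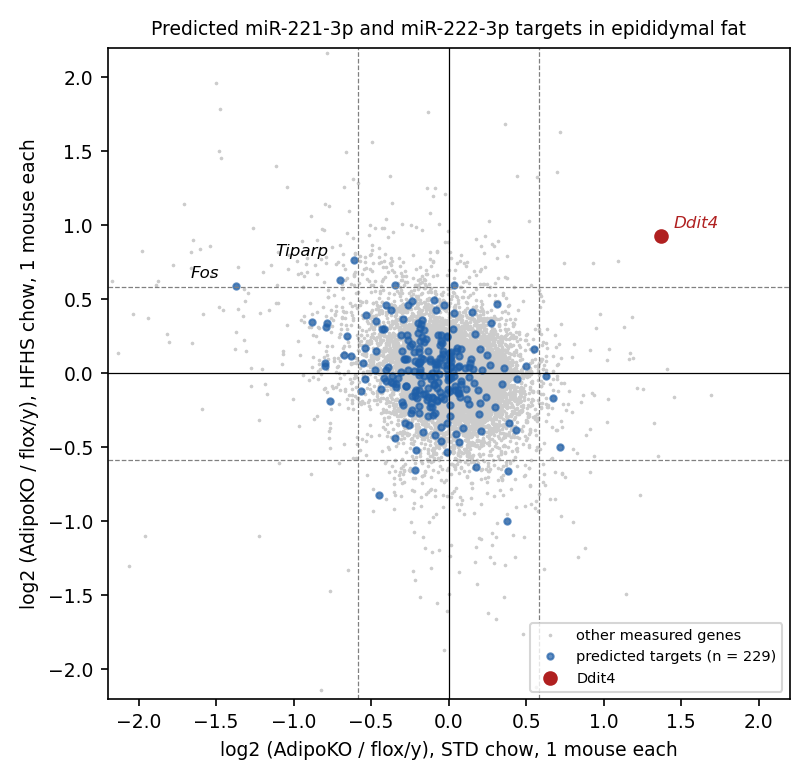
Log2 ratio of AdipoKO over flox/y on STD chow (horizontal axis) and on HFHS chow (vertical axis), 1 mouse per group. Blue points are the 229 measured predicted targets, the red point is Ddit4, grey points are the other measured genes (37 measured genes, none of them a predicted target, lie outside the axes) and dashed lines mark 1.5-fold. Ddit4 lies at 1.37 and 0.93, apart from the other measured targets.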

By searching upregulated genes in *Mir221/222AdipoKO* compared with *Mir221/222^flox/y^* in both STD and HFHS fed groups, we identified that DNA-damage-inducible transcript 4 (*Ddit4*) demonstrated 1.9-fold and 2.58-fold upregulation in *Mir221/222AdipoKO* fed with HFHS and STD chow, respectively (**Supplementary Table 7**). To evaluate miRNA activity of miR-221-3p and miR-222-3p by the binding to 3’-untranslated region (3’-UTR) of *Ddit4*, we performed luciferase reporter assay in 3T3-L1 cells. We cloned 3’-UTR regions of *Ddit4* gene and prepared the wild-type reporter vector, pmirGLO-*Ddit4* WT 3’-UTR, and the mutant vector, pmirGLO-*Ddit4* MT 3’-UTR, in which mutagenesis was induced on the seed sequence binding site (**Figure 3A**). The luciferase reporter vectors were co-transfected with Syn-mmu-miR-221-3p or Syn-mmu-miR-222-3p or negative control siRNA in 3T3-L1 cells. As a result, reporter activity of pmirGLO-*Ddit4* WT 3’-UTR were significantly inhibited in the presence of both Syn-mmu-miR-221-3p and Syn-mmu-miR-222-3p. In contrast, Syn-mmu-miR-221-3p or Syn-mmu-miR-222-3p had almost no effect on the reporter activity of pmirGLO-*Ddit4* MT 3’-UTR (**Figure 3A**). Next, we checked the expression of *Ddit4* in the epidydimal adipose tissues of *Mir221/222^flox/y^* and *Mir221/222AdipoKO* fed with HFHS by quantitative PCR and Western blot. Although the mRNA expression of *Ddit4* was increased in *Mir221/222AdipoKO* without statistical significance, DDIT4 protein expression was significantly upregulated in the *Mir221/222AdipoKO* compared with *Mir221/222^flox/y^* (**Figure 3B**), suggesting the possible involvement of translational repression by miR-221-3p and miR-222-3p.

**Figure 3:**
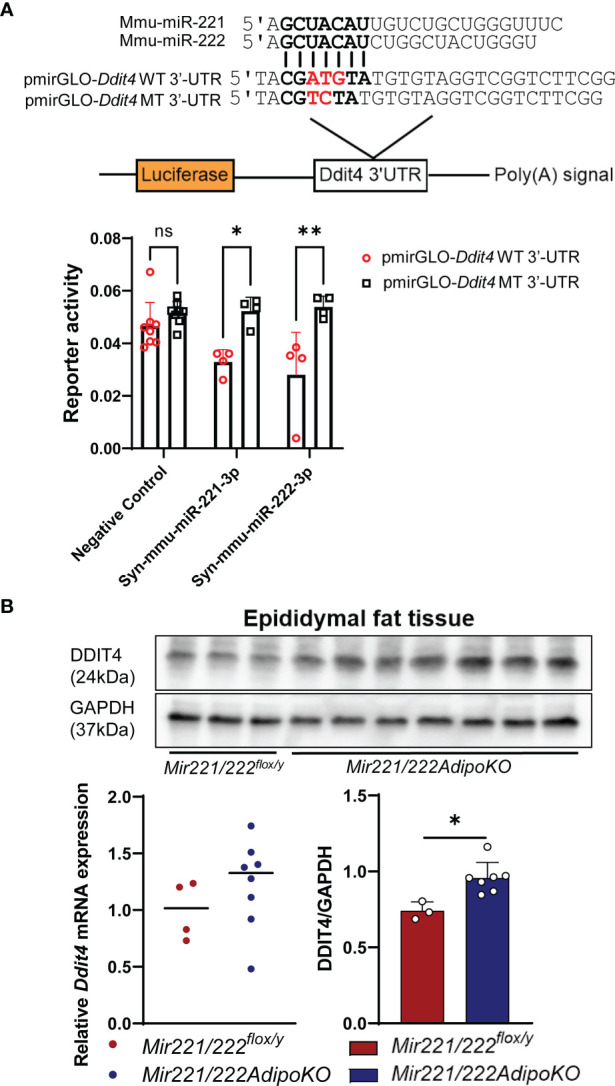
Dual-luciferase reporter assay for *Ddit4* 3’UTR and expression of *Ddit4* in mice. **(A)** Dual-luciferase reporter assay using pmirGLO*-Ddit4* WT 3’-UTR, pmirGLO*-Ddit4* MT 3’-UTR, and pmirGLO no-insert control plasmids. 3T3-L1 cells were co-transfected with Syn-mmu-miR-221-3p (n=4), Syn-mmu-miR-222-3p (n=4), negative control siRNA (n=8). (ns, not significant). **(B)** Quantitative RT-PCR for *Ddit4* in epididymal adipose tissues of *Mir221/222^flox/y^* (n=4) and *Mir221/222AdipoKO* (n=8) mice fed with high fat high sucrose (HFHS). Western blot analyses for DDIT4 and GAPDH (glyceraldehyde-3-phosphate dehydrogenase) in epididymal adipose tissues of *Mir221/222^flox/y^* (n=3) and *Mir221/222AdipoKO* (n=7) mice fed with high fat high sucrose (HFHS). Data shown as mean ± SD and analyzed by Mann-Whitney’s U test (*p<0.05; **p<0.01).

### Mir221/Mir222 Promotes Adipogenesis by *DDIT4*-Mediated Inhibition of mTORC1

DDIT4 is known to activate tuberous sclerosis complex 1 (TSC1)/TSC2 complex by the inhibition of AKT (protein kinase B) and the release of 14-3-3 from TSC2 (12). It further negatively regulates mammalian target of rapamycin complex 1 (mTORC1) (13). Increased activity of the mTORC1 signaling has been associated with obesity (14), and the knockout mice for the mTORC1 downstream ribosomal protein S6 kinase (S6K) are protected against diet-induced-obesity (15). Thus, we further checked the inactivated form of p-TSC2 (Thr-1462) and activated form of p-S6K (16) in the epidydimal adipose tissues of *Mir221/222^flox/y^* and *Mir221/222AdipoKO*. After overnight fasting, the mice were injected intraperitoneally with insulin and the epidydimal fat tissues were harvested at 7 min after insulin injection. In *Mir221/222AdipoKO* mice, both p-AKT and p-TSC2 (Thr-1462) were significantly reduced, and accordingly p-S6K was also significantly reduced (**Figures 4A, B**). p-mTOR was reduced in *Mir221/222AdipoKO* mice, however, it did not reach the statistically significant differences (**Figures 4A, B**).

**Figure 4:**
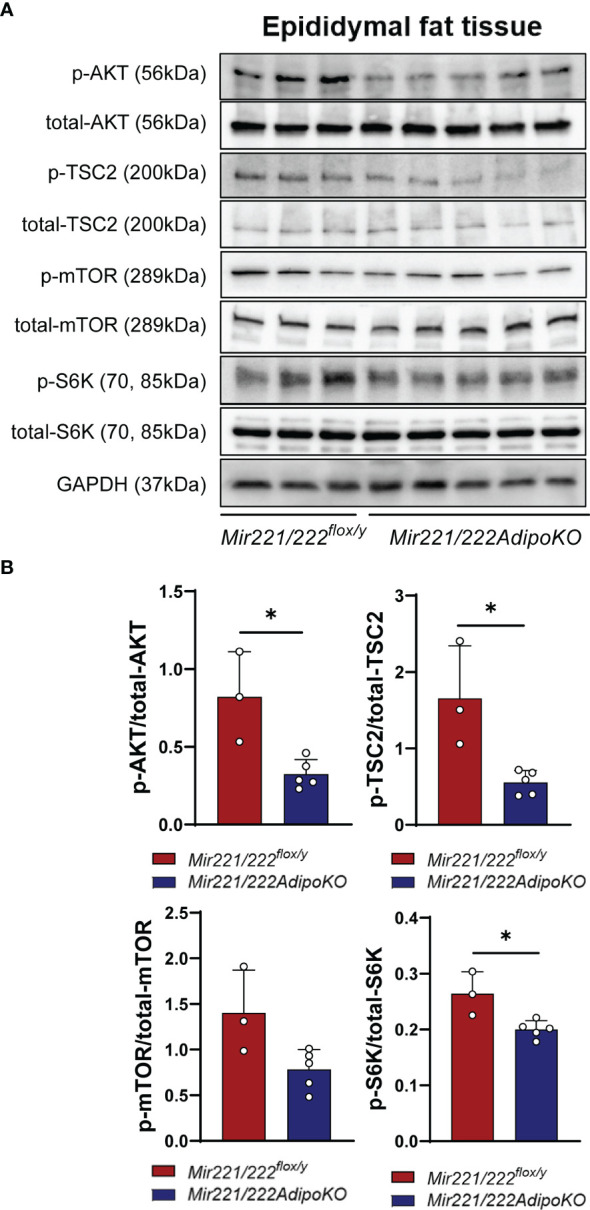
Western blot analyses. **(A)** Western blot analyses for AKT (protein kinase B), TSC2 (tuberous sclerosis complex 2), mTOR (mammalian target of rapamycin) and S6K (ribosomal protein S6 kinase) in *Mir221/222^flox/y^* (n=3) and in epididymal adipose tissues of *Mir221/222AdipoKO* (n=5) male mice fed with high fat high sucrose (HFHS). Activated form of p-AKT and Inactivated form of p-TSC2 (Thr-1462) and activated form of p-S6K are shown. **(B)** Densitometric analyses of Western blots. Data shown as mean ± SD and analyzed by Mann-Whitney’s U test (*p<0.05).

Since mTOR has been shown to positively regulate adipogenesis and lipogenesis while inhibiting lipolysis, fatty acid oxidation and ketogenesis (17), we performed adipogenesis and glycerol assays in 3T3-L1 adipocytes. We constructed lentiviral vector expressing miRNA inhibitors (pLV-locker 221, pLV-locker 222, pLV-locker control) and miRNA mimics (pLV 221, pLV 222, pLV control). The efficiency for inhibitors and mimics was confirmed in 3T3-L1 cells at 3-7 days after the transduction (**Supplementary Figures 3B, C**). Lentiviral vectors were transduced to 3T3-L1 cells at 2 days before the induction of differentiation and cultured for 7 days. The pLV-locker 221, pLV-locker 222, and pLV-locker 221/222 did not alter the accumulation of lipid droplets demonstrated by oil red O staining measured by absorbance at 490 nm (**Figure 5A**). Similarly, pLV 221, pLV 222, and pLV221/222 only show slight increase in the accumulation of lipid droplets in 3T3-L1 cells without statistical significance (**Figure 5B**). Western blot analysis demonstrated that the expression of C/EBPα and PPARγ were not changed by pLV-locker 221 and pLV-locker 222 (**Figure 5C**), while they were significantly up-regulated by treatment with pLV 222 (**Figure 5D**). To investigate lipolysis, lentiviral vectors were transduced to the fully differentiated 3T3-L1 adipocyte and we performed glycerol assay 7 days after lentiviral transduction. pLV-locker 221/222 and pLV 221/222 did not alter the glycerol release (**Figure 5E**).

**Figure 5:**
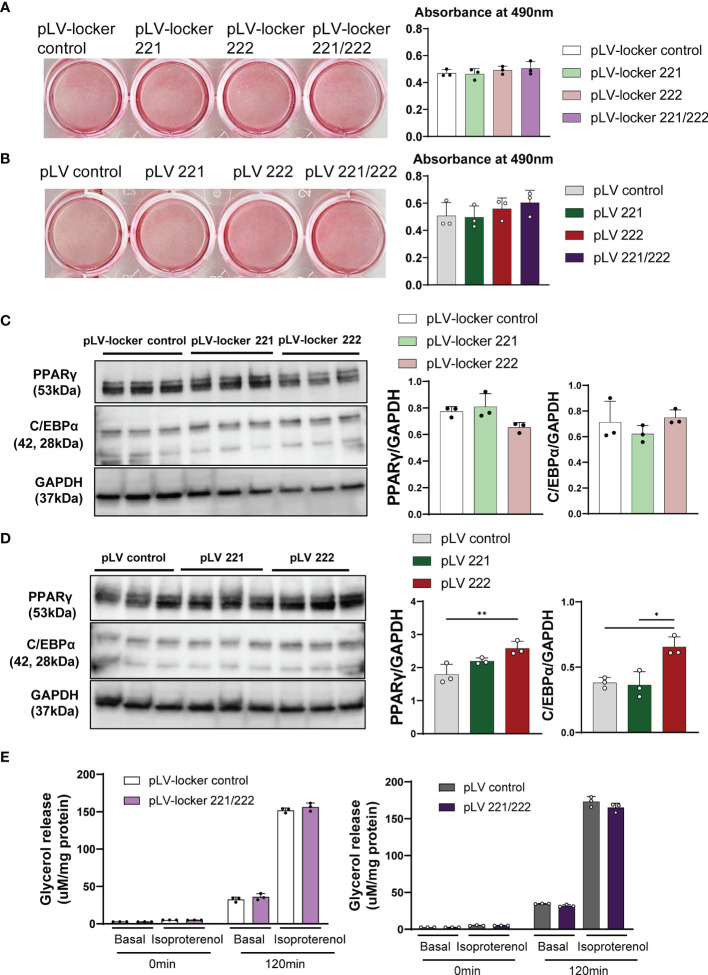
Adipogenesis, lipogenesis and lipolysis in 3T3-L1 cells. Lentiviral vectors were transduced to 3T3-L1 cells at 2 days before the induction of differentiation and cultured for 7 days. **(A)** Oil-red O staining of differentiated 3T3-L1 cells treated with pLV-locker control, pLV-locker 221, pLV-locker 222, and pLV-locker 221/222. **(B)** Oil-red O staining of differentiated 3T3-L1 cells treated with pVL control, pLV 221, pLV 222, and pLV221/222. **(C)** Western blot analysis of PPARγ in differentiated 3T3-L1 cells treated with pLV-locker control, pLV-locker 221, pLV-locker 222, and pLV-locker 221/222. **(D)** Western blot analysis of PPARγ in differentiated 3T3-L1 cells treated with pVL control, pLV 221, pLV 222, and pLV221/222. **(E)** Lipolysis assay in 3T3-L1 cells stimulated with isoproterenol. Differentiated 3T3-L1 cells were treated with pLV-locker 221/222 and pLV 221/222. Data shown as mean ± SD and analyzed by one-way ANOVA with Tukey test (*p<0.05; **p<0.01).

## Discussion

The adipocyte-specific inhibition of *Mir221/Mir222* expression protected the mice fed with HFHS chow from the obesity. We demonstrated that the direct target of miR-221-3p and miR-222-3p was *Ddit4* and the inhibition of *Mir221/Mir222* expression resulted in upregulation of DDIT4, inactivation of AKT, activation of TSC2 and subsequent inactivation of S6K, the latter is a major target of mTORC1. The lentivirus-mediated transfer of *Mir222* gene promoted the adipogenesis demonstrated by up-regulation of C/EBPα and PPARγ in differentiated 3T3-L1 cells. We concluded that the inhibition of miR-221-3p and miR-222-3p and DDIT4-mediated inhibition of mTORC1 signaling is one of the major mechanisms for the protection from diet-induced obesity. The role of *Mir221* in adipogenesis has been focused by series of investigation and Ahonen et al. reported miR-221-3p overexpression in Simpson-Golabi-Behmel syndrome (SGBS) preadipocytes inhibited *de novo* lipogenesis and adipogenesis (18). In our investigation, overexpression by pLV 221 did not alter the lipogenesis and adipogenesis in 3T3-L1 cells; however, pLV 222 enhanced the adipogenesis. In bovine adipocyte differentiation, long non-coding RNA (lncRNA), *MIR221HG*, significantly increased adipocyte differentiation associated with dramatic increment of PPARγ (11). We also cloned mouse *Mir221hg* with 1,537 bp and identified that 1,054 bp of 5’-flanking region was deleted in *Mir221/222AdipoKO* mice. The expression of *Mir221hg* is barely detected in brown and WATs in wild type mice and we speculated that the influence of deletion of *Mir221hg* is minimal in *Mir221/222AdipoKO* mice. Although the functional studies to elucidate the role of *Mir222* in adipogenesis and lipogenesis were not reported in cultured adipocytes in previously published studies, we demonstrated that *Mir222* expression was upregulated in WATs of obese mice and in serum of obese patients. The importance of *Mir222* in the pathogenesis of obesity is supported by the analysis of adipose tissue-specific Dicer knockout mice, in which gonadal adipose tissue was the main source of serum exosomal miR-222 (19). The exosome-packed *Mir222* influenced remote organs, and overexpression of *Mir222* inhibits the expression of IRS-1 by directly binding to untranslated regions in the muscle (20) and liver (21). In current investigation, we firstly demonstrated that overexpression of *Mir222* promoted the adipogenesis in 3T3-L1 cells.

Under the presence of amino acids, mTORC1 is activated by GTP-bound Rheb. In the upstream of the Rheb, AKT inhibits TSC2 and TBC1D7 (TBC1 Domain Family Member 7) complex, which further inhibits the activation of mTORC1 by acting as a GTPase-activating protein. mTORC1 promotes the lipid synthesis and storage and adipogenesis, while it inhibits the lipolysis, β-oxidation and ketogenesis. SREBP (sterol regulatory element-binding protein) processing and activation is promoted by mTORC1 by the activation of S6K and lipin 1 leading to transcriptional activation of SREPB1, SREBP2, and many other lipogenic genes. mTORC1 also committed mesenchymal stem cells to adipocyte lineage by the activation of S6K, promotes the initial step of adipocyte differentiation by inhibiting 4E-BP1/2 (eIF4E-binding protein 1/2), and completes the final differentiation by the activation of PPARγ (22). Many researchers screened the agents or intrinsic factors to inhibit mTORC1 signaling and lipogenesis for the treatment of obesity. Lee et al. reported that ezetimibe reduced lipid accumulation by inhibiting mTORC1 signaling, leading to the downregulation of lipogenesis-related genes (23). Shi et al. reported that the inhibition of miR-196b-5p blocked adipogenesis and lipogenesis by directly targeting TSC1 and TGFBR1 (transforming growth factor-β receptor 1) (24). We demonstrated that the inhibition of miR-221-3p and miR-222-3p and subsequent DDIT4-mediated inhibition of mTORC1 signaling is a therapeutic target for the treatment of obesity.

The activation of mTORC1 links to various pathological processes in adipose tissues such as inflammation, beige adipogenesis and angiogenesis. mTORC1 loss and gain of function studies in macrophages resulted in amelioration and exacerbation of inflammatory response, as well as macrophage polarization to both M1 and M2 profiles (25). miR-221 mediates M1 macrophage polarization (26, 27), while suppression of miR-222 alleviate the inflammatory response (28, 29). However, we did not observe the apparent changes in gene expression of cytokines such as *Il1b*, *Il6*, *Ifng*, and *Tnf* in adipose tissues in *Mir221/222AdipoKO* mice (**Supplementary Figure 2**). The phenotyping of T cells and macrophages in WATs should be performed in the future investigation. In beige adipogenesis, the adipose-specific deletion of Raptor, a key component of mTORC1, promoted beige adipogenesis by inhibiting prostaglandins (PGs) synthesized by cyclooxygenase-2 (COX-2) (30). Supporting this notion, ketoprofen alleviated diet-induced obesity and promotes the fat browning by the COX-2 and mTORC1-p38 signaling pathway (31). In our investigation, the genes related to beige adipogenesis such as *Ppargc1* and *Prdm16* tended to be upregulated in WATs without statistical differences. However, in WATs in *Mir221/222AdipoKO* mice, apparent beige adipogenesis was not observed by histological examinations. In tumor microenvironment and angiogenesis, mTORC1 under a hypoxic condition promotes the translation of hypoxia-inducible factor (HIF) 1-2, which lead to the expression of angiogenic growth factors such as vascular endothelial growth factor (VEGF), TGF-α, and platelet-derived growth factor β (PDGF-β) (32). *Mir221* and *Mir222* demonstrated the angiogenic activities in vascular cells (33) and cancers (34), however, we did not observe the angiogenesis activities in WATs in *Mir221/222AdipoKO* mice.

## Limitation of Study

We hypothesized that circulating miR-221-3p and miR-222-3p play important roles in both mouse obese models and the patients with obesity and T2D. However, the circulating levels of miR-221-3p and miR-222-3p were not altered in *Mir221/222^flox/y^* and *Mir221/222AdipoKO* mice fed with STD and HFHS. In addition, the human serum levels of miR-221-3p and miR-222-3p showed correlations with HbA1c, however, they did not show significant correlations with body weight and BMI. Although we show the roles of miR-221-3p and miR-222-3p in the adipocytes, we did not clearly demonstrate the role of circulating miR-221-3p and miR-222-3p in the pathogenesis of obesity. Another limitation is that it is still unknown why *Mir221/222AdipoKO* mice did not show significant improvement of insulin sensitivity although the body weight was significantly reduced compared with *Mir221/222^flox/y^* fed with HFHS. Finally, the micronutrient composition is not matched between the STD and HFHS diets and it may possibly impact the observed outcomes. Ideally, a matched diet should be used for mineral and vitamin mix.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The studies involving human participants were reviewed and approved by Okayama University Graduate School of Medicine, Dentistry and Pharmaceutical Sciences and Okayama University Hospital, Ethics Committee. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Care and Use Committee of the Department of Animal Resources, Advanced Science Research Center, Okayama University.

## Author Contributions

SY, DZ, AK, and JW designed the project and experiments and wrote the manuscript. SY, DZ, AK, NK, RS, and HA performed animal experiments and analyzed and interpreted data. AN and JE performed culture and molecular biology experiments. SY, AK, NK, RS, AN, JE, and JW designed and performed clinical study. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Grant-in-Aid for Young Scientists (19K17984), Grant-in-Aid for Scientific Research (B) (19H03675), Japan Agency for Medical Research and development (AMED, grant no: 17ek0210095h0001, 20ek0109445h0001).

## Conflict of Interest

JW receives speaker honoraria from Astra Zeneca, Daiichi Sankyo, Novartis, Novo Nordisk Pharma, Tanabe Mitsubishi and receives grant support from Astellas, Baxter, Bayer, Chugai, Dainippon Sumitomo, Kyowa Kirin, Novo Nordisk Pharma, Ono, Otsuka, Tanabe Mitsubishi, and Teijin.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

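Epididymal fat of 4 male mice aged 16 weeks, 1 in each of the groups STD flox/y, STD AdipoKO, HFHS flox/y and HFHS AdipoKO, was measured on GeneChip Mouse Gene 2.0 ST arrays. The groups were taken from the deposited sample titles, descriptions and genotypes and from Supplementary Tables 3-5, and not from the source field of the labels, which names another line. The authors deposited normalized log2 values of 41345 probe sets per array. Their normalization method is not given in the sources used here. The medians of the 4 columns lay between 5.39 and 5.42 on the log2 scale. In the 548 rows held of each of Supplementary Tables 3-5, the log2 of the printed expression values differed from the deposited log2 values by at most 4.8e-05. The negative control average of each array was read from these tables. Arrays have no read depth, and what limits low values is the background, taken here as that average.

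Gene symbols came from the platform annotation. Of the probe sets, 23521 had exactly 1 symbol, 1814 had several and were not named, and 16010 were not listed there and stayed unnamed. Coordinates are those of GRCm38, and 44 genes had no match there by symbol. Each of 22180 genes was represented by the probe set with the highest mean over the 4 arrays, and 11148 genes with a mean at or above the mean of the negative control averages (5.77 on the log2 scale) were called measured.

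For each comparison the difference of log2 values was computed. Counts followed the rule printed in Supplementary Tables 3-5, a ratio of at least 2 or at most 0.5 with the test sample at or above its negative control average. This rule gave the printed flag in 548 of 548 rows of Supplementary Table 3 and in 547 of 548 rows of each of Supplementary Tables 4 and 5. A rule that asks for either sample to be above background gave it in 548 of 548 rows of all of them. With 1 mouse per group no test between 2 groups was made. Gene lists were described by the median log2 ratio of their measured genes and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, and a percentile of at most 2.5 or at least 97.5 was taken as standing apart. Members counted as at least 1.5-fold or 2-fold changed had at least 1 of the 2 arrays above background. Medians used the deposited values, those below background included.

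The lists were the predicted targets of Supplementary Table 6 and 31 lists of adipose processes, regulators and cell types, fixed before the data were examined. Lists of hepatocyte and heat shock genes were added after the largest changes had been seen. The genes named in the text were those the paper names, those of Supplementary Table 7, the 12 largest increases and decreases per comparison among measured genes that passed the ratio rule, the 12 genes highest and lowest in AdipoKO on both diets by the smaller of their 2 differences, and up to 4 members with the largest change from each list. Predicted genes, unnamed transcripts, receptor families and immunoglobulin segments were counted but not named in the parts ranked by size.

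The only test was limma 3.58.1 in R 4.3.3 on the log2 values of measured genes, with genotype and diet as terms, empirical Bayes with a trend and Benjamini-Hochberg adjustment. It compares 2 with 2 mice on 1 residual degree of freedom and takes the genotype by diet interaction as error. Lists were tested by camera with a preset correlation of 0.01 and with an estimated correlation. The estimate leaves camera the 1 residual degree of freedom, under which a list could hardly pass. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

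The steps were tested on simulated data. In arrays simulated for AdipoKO over flox/y on STD over 11148 genes, with 200 genes raised by 2 on the log2 scale in each of 4 pairs, 100% of the raised genes and 6 unchanged genes were called. Of 1200 unchanged lists 5.92% stood apart, and 96.2% of 80 lists of 20 genes shifted by 0.3 did. The simulated noise was independent between genes, so lists whose genes vary together between mice were not covered. Such lists can stand apart between 2 mice more often than this share. Pairs were added after the first pair alone had given a higher share of unchanged lists. For the genotype effect over both diets, simulated over 11148 genes with 200 changed, limma called 0% of those changed by 1 and 86% of those changed by 2 on the log2 scale, and 3 of 89 calls were false. The variances were drawn from limma's prior model, after variances drawn from its posterior estimates had given more false calls.

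The alternatives fixed before the data were examined were quantile normalization, centring of each array on its measured probe sets, other filters on low values, a 1.5-fold threshold, the mean of all probe sets of a gene, all probe sets, the target list without the protocadherin alpha cluster, and limma without trend, robust, without a covariate, unfiltered or on the rescaled values. Counts and limma without the hepatocyte, heat shock and immediate early genes were added after the data had been seen. The seed site analysis planned for 3' UTRs was not run, because no genome sequence was used here. The rows of Supplementary Tables 3-5 after the first 548 were not used here, and the small RNA sequencing of Supplementary Table 2 was not analysed here.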

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

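All tests of explanations in this part were chosen after the results had been seen. Samples were not tested for outliers, because each group holds 1 mouse.

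The HFHS flox/y array held hepatocyte transcripts that the paper does not discuss. Over 25 measured hepatocyte genes its median log2 difference to the mean of the other 3 arrays was 2.43 (0.71 over the 8 whose values had not been seen when the list was written), and 14 of the 25 were above background on all of the other 3 arrays as well. Induction by HFHS chow in both genotypes is argued against by the AdipoKO mice, in which the list's median was -0.55 on HFHS over STD (-0.31 without a filter, -0.20 over those 8), and a liver sample in place of fat by the adipocyte genes, whose median was -0.090 on HFHS over STD in flox/y. Liver RNA or tissue in this sample cannot be told apart from an induction in this mouse. Over the 25 genes its profile and that of the STD AdipoKO array had a Pearson correlation of 0.83, each array taken over the mean of the other 2. That shared reference can raise the correlation by itself, so it does not show a like profile. The 8 genes not seen beforehand had a median of 0.090 in AdipoKO over flox/y on STD (percentile 82.2). Of 35 matched hepatocyte genes whose values had not been seen when the list was written, 45.7% were at least 2-fold above every other array in HFHS flox/y and none in another array, but 14 were below background on every array, and the abundant liver transcripts Alb and Mup20 reached 4739 and 2016.

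The STD flox/y array held high immediate early transcripts, with a median log2 difference to the mean of the other 3 arrays of 1.21 over 22 genes. An effect of the genotype on both diets is argued against by the HFHS mice, in which the list's median was 0.40 in AdipoKO over flox/y, and an effect of the chow in both genotypes by AdipoKO, in which it was 0.42 on HFHS over STD. Of the 22 genes, 21 were highest in STD flox/y, so handling of this mouse or its tissue may have raised them. It cannot be told apart from a response of this mouse, as there is no second STD flox/y mouse and no record of handling in the sources used here.

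Several gene groups went in opposite directions in AdipoKO over flox/y on the 2 chows. These differences were not tested, since each rests on 1 mouse per group. The median on HFHS minus that on STD was -0.28 for cholesterol synthesis, -0.45 for extracellular matrix and fibrosis and 0.37 for p53 targets. It was 1.77 for immediate early genes and -2.97 for hepatocyte genes, a list written after its largest changes had been seen. Over its 8 measured members not seen beforehand, the medians were 0.090 on STD (percentile 82.2) and -0.98 on HFHS. Without a filter on low values, p53 targets (-0.074) and extracellular matrix genes (0.061) on STD and cholesterol synthesis (-0.11) on HFHS no longer lay in the outer 2.5% of the random lists on either side.

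Single genes also passed 2-fold in opposite directions on the 2 chows, again untested and chosen after their values had been seen. The log2 ratio on HFHS minus that on STD was -5.18 for Alb. It was 4.92 for Egr1, 3.89 for Ier3, 3.46 for Tnfrsf12a, 3.26 for Sdc4 and 2.98 for Fosb. It was 2.92 for B4galt1, 2.85 for Ccl2, 2.52 for Il1r1 and 2.30 for Aldh1a3.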

How the results depend on the processing

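No paired analysis was possible by replicate number, because the labels give none that pair the mice and each group is 1 mouse, and limma compared the genotypes with chow as a covariate instead. What limits low values is the signal over background, and the cause of the differences below was not tested unless the setting itself changes which genes or probe sets are counted. Ddit4 stayed higher in AdipoKO, with log2 ratios of 1.37 to 1.44 on STD and 0.92 to 0.94 on HFHS under quantile normalization, centring and the mean of all probe sets. Of the values of single genes, which were set beside these 3 settings only, 2056 kept their value within the spread, 22 moved and 1 turned its direction. Of the list medians 556 kept theirs, 63 moved and 1 turned, and of the counts 124 stayed within 1.5 times and 40 did not. The target list without the protocadherin alpha cluster held the same measured genes, so it tests nothing. The seed site analysis was not run.

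With a threshold of 1.5-fold, AdipoKO over flox/y had 159 genes higher and 267 lower on STD and 260 and 218 on HFHS, and HFHS over STD had 720 higher and 758 lower in flox/y and 417 and 361 in AdipoKO. With all probe sets, AdipoKO over flox/y had 77 higher and 124 lower on STD and 127 and 90 on HFHS, and HFHS over STD had 330 lower in flox/y and 193 higher and 146 lower in AdipoKO. On both diets 3 probe sets were at least 2-fold higher, 29 at least 1.5-fold higher and 19 at least 1.5-fold lower in AdipoKO. With either sample above its negative control average, 141 genes were lower in AdipoKO on HFHS and 14 at least 1.5-fold lower on both diets, and without a filter on low values 154 and 17. With 2 times the negative control average, 42 genes were lower in AdipoKO on STD, 20 on HFHS and 55 on HFHS over STD in AdipoKO. Without the hepatocyte, heat shock and immediate early genes, a choice made after seeing the data, 2 genes were at least 2-fold lower on both diets. In limma without a covariate, 1 gene was lower on HFHS. With the mean of all probe sets, Ighm turned from 0.61 to -0.62 in AdipoKO over flox/y on STD. Neutrophil and mast cell markers turned from 0.32 to -0.048 there without a filter.

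With quantile normalization, the median log2 ratio of AdipoKO over flox/y on STD was -0.039 for predicted targets, 0.20 for fatty acid and triglyceride synthesis, 0.089 for fatty acid oxidation, 0.10 for mTORC1 and insulin pathway components, 0.0057 for angiogenesis, -0.044 for glucocorticoid-induced genes, 0.092 for FoxO and fasting response, -1.32 for immediate early genes, -0.22 for mesothelial cells and -0.061 for smooth muscle and pericytes. On HFHS it was -0.42 for diet-induced obesity markers of white fat. The median of HFHS over STD in flox/y was -0.067 for predicted targets, and in AdipoKO was -0.021 for predicted targets and 0.28 for extracellular matrix and fibrosis. With each array centred, the median log2 ratio of AdipoKO over flox/y on STD was -0.061 for predicted targets. The median of HFHS over STD in flox/y was -0.066 for predicted targets, and in AdipoKO was -0.0071 for predicted targets. Without a filter on low values, the median log2 ratio of AdipoKO over flox/y on STD was -0.059 for predicted targets, -0.16 for inflammatory cytokines and chemokines, -0.074 for p53 targets, 0.060 for T and NK cells, 0.057 for B cells and plasma cells, -0.048 for neutrophils and mast cells and 0.29 for hepatocytes. On HFHS it was 0.035 for thermogenic and beige adipocyte, -0.093 for inflammatory cytokines and chemokines, -0.32 for extracellular matrix and fibrosis, -0.30 for diet-induced obesity markers of white fat and -1.83 for hepatocytes. The median of HFHS over STD in flox/y was -0.084 for predicted targets, 0.17 for thermogenic and beige adipocyte, -0.094 for inflammatory cytokines and chemokines, -0.013 for hypoxia (HIF) targets, -0.19 for p53 targets, -0.090 for circadian clock and 1.83 for hepatocytes, and in AdipoKO was -0.013 for predicted targets, 0.016 for neutrophils and mast cells, -0.30 for mesothelial cells and -0.31 for hepatocytes. With a filter at 2 times the negative control average, the median log2 ratio of AdipoKO over flox/y on STD was 0.0047 for angiogenesis and -0.085 for ATF4 and integrated stress response targets. On HFHS it was 0.38 for inflammatory cytokines and chemokines, -0.11 for diet-induced obesity markers of white fat, -0.12 for ATF4 and integrated stress response targets, 0.15 for circadian clock, 0.25 for smooth muscle and pericytes and -3.16 for hepatocytes. The median of HFHS over STD in flox/y was -0.18 for predicted targets, -0.40 for hypoxia (HIF) targets and 3.01 for hepatocytes, and in AdipoKO was -0.15 for mTORC1 and insulin pathway components, 0.99 for inflammatory cytokines and chemokines, 0.36 for diet-induced obesity markers of white fat, -0.17 for ATF4 and integrated stress response targets, 0.51 for immediate early genes, 0.014 for macrophages and -0.63 for hepatocytes. With the mean of all probe sets of a gene, the median log2 ratio of AdipoKO over flox/y on STD was -0.24 for B cells and plasma cells and -0.22 for smooth muscle and pericytes. On HFHS it was -0.32 for extracellular matrix and fibrosis and 0.15 for circadian clock. The median of HFHS over STD in flox/y was -0.40 for hypoxia (HIF) targets, and in AdipoKO was 0.29 for extracellular matrix and fibrosis.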

Differences from the paper's values

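No value of the paper that could be set beside one of these arrays differed by more than 1.5 times, under the deposited normalization or under quantile normalization, centring or the mean of all probe sets. The authors computed these ratios from the same arrays, so their likeness is not independent evidence. The paper's RT-qPCR values were not part of this comparison. The paper's size of the predicted target list is 355 genes, and 356 distinct symbols were read from Supplementary Table 6.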

Other observations

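Heat shock genes as a group had lower values in AdipoKO than in flox/y on both chows. On STD they moved with the immediate early genes, since 13 of the 19 were highest in STD flox/y, the array in which 21 of 22 immediate early genes were highest, and the other 6 in HFHS flox/y. Of 19 measured genes of a list written after the largest changes had been seen, 9 were at least 1.5-fold lower and 1 at least 1.5-fold higher on STD (median log2 -0.56) and 4 were lower and 1 higher by as much on HFHS (median -0.32). Over the 15 measured members whose values had not been seen, the medians were -0.54 (percentile 0) and -0.29 (percentile 0.01). The inducible chaperone Hspa1b was 4.86-fold lower on STD and 4.06-fold lower on HFHS, Hspa1a 4.18-fold and 2.47-fold and Hsph1 3.88-fold and 2.14-fold lower.

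Between AdipoKO and flox/y on STD, the imprinted zinc finger gene Zim1 was 2.28-fold higher, and the maternally expressed noncoding RNA Rian was at least 1.89-fold lower in AdipoKO. On HFHS, Zim1 was 2.54-fold lower than on STD in flox/y and 5.39-fold lower in AdipoKO, and its imprinted neighbour Peg3 2.42-fold and 3.14-fold lower. Mid1, which spans the boundary of the pseudoautosomal region of chromosome X in C57BL/6 mice, had an expression value of 48.9 for STD flox/y, 538 for STD AdipoKO, 434 for HFHS flox/y and 897 for HFHS AdipoKO. Ucp3 was 2.13-fold higher in AdipoKO on STD and 1.69-fold higher on HFHS, and Ucp1 was below background on all 4 arrays.

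The genes of the paper's RT-qPCR panel, which the paper measured in other mice, had these values on the arrays. Lep, which the paper reports as reduced in AdipoKO, was 1.50-fold lower in AdipoKO on STD and 1.06-fold higher on HFHS. Pparg was 1.23-fold lower on STD and 1.58-fold higher on HFHS, and Cebpa 1.25-fold and 1.04-fold higher. Prdm16 was 1.12-fold higher on HFHS, and Ppargc1a was 1.09-fold higher on STD and below background in both HFHS mice. Il1b, Il6, Ifng and Tnf were below background on all 4 arrays. The 26 measured mTORC1 and insulin pathway genes had a median log2 ratio of 0.034 on STD (0.10 with quantile normalization) and 0.028 on HFHS. They include Akt1, Tsc2 and Mtor of the paper's signalling experiments. Rps6kb1, the S6K gene, is not among them, as it was not matched here to a probe set. Those experiments measured phosphorylated proteins, which mRNA values do not show. Sesn2, an inhibitor of mTORC1, was 2.04-fold higher in AdipoKO on STD, and none of the 26 was at least 1.5-fold changed on HFHS.

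The remaining lists had these medians of AdipoKO over flox/y. Lipolysis genes had -0.012 on STD and 0.093 on HFHS, fatty acid oxidation 0.033 and 0.022, thermogenic and beige genes 0.12 and 0.17, respiratory chain genes 0.059 and 0.039 and angiogenesis genes -0.053 and 0.10. Hypoxia targets had -0.12 and 0.024, ATF4 targets 0.070 and -0.037, p53 targets -0.22 and 0.16, FoxO and fasting genes 0.031 and -0.013 and clock genes -0.0081 and 0.074. Markers of T and NK cells had 0.19 and 0.016 and those of B cells and plasma cells -0.10 and 0.021. Neutrophil and mast cell markers had 0.32 and -0.050, skeletal muscle 0.12 and 0.032, smooth muscle and pericytes -0.14 and 0.17 and pancreatic acinar cells 0.019 and -0.016. Some of these depend on the setting. On STD, the medians without a filter were -0.048 for neutrophil and mast cell markers, 0.057 for B cells and plasma cells, 0.060 for T and NK cells and -0.074 for p53 targets, ATF4 targets had -0.085 with a filter at 2 times the negative control average, and with quantile normalization angiogenesis genes had 0.0057, smooth muscle and pericytes -0.061, fatty acid oxidation 0.089 and FoxO and fasting genes 0.092. On HFHS thermogenic and beige genes had 0.035 without a filter, and clock genes had 0.15 and smooth muscle and pericytes 0.25 with the filter at 2 times. Epididymis and testis had 1 measured marker and erythrocytes 2, so no median was given. Across the 11148 measured genes, the log2 ratios of AdipoKO over flox/y on STD and on HFHS, which share no mouse, had a Pearson correlation of -0.25 and a Spearman correlation of -0.22, where genes are not independent replicates. The ratios of HFHS over STD in flox/y and in AdipoKO had a Pearson correlation of 0.27.

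The rise of Ddit4 was set against other changes, by tests chosen after the values had been seen. The predicted targets as a group were not raised on STD. Their median there was -0.095 (-0.039 with quantile normalization), below those of all 10000 random lists in either case. But 110 of the 229 were highest in STD flox/y, the array with high immediate early transcripts. On HFHS their median was 0.020 at percentile 84.3. A general rise is therefore left undecided, as 1 pair of mice on each chow cannot separate it from the state of the STD flox/y mouse. Glucocorticoid-induced genes had a median of 0.37 on HFHS, above those of all random lists, with Gadd45g 3.10-fold and Klf9 1.81-fold higher in AdipoKO. But Tsc22d3 was at a log2 ratio of -0.27 and Per1 at -0.072. Immediate early genes, which share Dusp1 with this list, also stood at percentile 100 on HFHS (median 0.40). The glucocorticoid list therefore does not decide whether glucocorticoid action contributed to Ddit4 on HFHS. On STD its median was -0.10 at percentile 4.82 (-0.044 with quantile normalization), which leaves this undecided too. A direct effect on Ddit4 alone stays open, as arrays do not separate it from other regulation.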
